A study of Mus musculus with 36 samples. Its data were reported in "StemBond hydrogels control the mechanical microenvironment for pluripotent stem cells" (2021).

How the data were processed

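Mouse embryonic stem cells were grown on soft or stiff StemBond hydrogels, which are polyacrylamide gels with covalently tethered extracellular matrix protein, or on tissue culture plastic. The media were serum, serum + LIF (a cytokine that sustains self-renewal through STAT3), serum + PD03 (an inhibitor of MEK, the kinase upstream of ERK) and serum + LIF + PD03. RNA was sequenced from 36 libraries in 11 groups. The methods of the study name NuGen among several library kits and do not say which was used for these samples. Per those methods, the authors sequenced the libraries on an Illumina HiSeq and aligned the reads to the mouse genome build GRCm38 with STAR. Reads were counted per gene with htseq-count on an Ensembl annotation. The strand setting and the handling of reads that match several places were not stated. The authors deposited raw read counts per Ensembl gene, as whole numbers without normalisation, for 49671 genes, and every row named a gene. Of these genes, 13380 had no count in any library. Symbols were found for 49326 gene identifiers, and coordinates were taken from the GENCODE M21 annotation of GRCm38, which held 49412 of the identifiers.

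Each column of the count table carried the name of its group but no replicate number. Columns were therefore assigned to groups and not to single samples, and a library number in the text is only a name. The sample descriptions gave a pool identifier for every sample. All 24 h libraries and the plastic libraries came from the first of the pools. At 48 h, the stiff libraries came from the second pool, except for 1 of the 3 in serum + LIF, which came from the first. The soft libraries at 48 h came from the third pool, except for 2 of the 6 in serum + PD03, which came from the second. Soft and stiff libraries thus shared a pool at 24 h, while at 48 h substrate and pool coincided in nearly all libraries.

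Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group, which kept 17702 genes holding 99.92% of all counts, and libraries were scaled by TMM. A single quasi-likelihood model with 1 coefficient per group and no covariate was fitted over all libraries, and each comparison was a contrast tested with glmQLFTest. The adjusted p-values are Benjamini-Hochberg values over the 17702 genes, with a threshold of 0.05. Fold changes are on the log2 scale. Their standard error (SE) is the size of the fold change divided by the square root of F from the test. It can be too small where a group has few counts. CPM values were computed here with edgeR from the deposited counts with TMM-scaled library sizes. Genes changed systematically were those past the threshold in 3 or more of the 4 media at 48 h, with 1 sign.

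There were 8 gene lists fixed before the data were examined. Markers of general pluripotency (3 genes), naive pluripotency (15 genes) and formative pluripotency (6 genes), and the pre-implantation (137 tested genes) and post-implantation (197 tested genes) epiblast clusters, which derive from mouse embryos, were those listed by the study. The study had shown the general, naive and formative markers as a selection from these same samples, so those lists may not be independent evidence. Lists of ERK targets (9 genes), LIF targets (8 genes) and SRF and YAP targets (18 genes) were drawn up for this work. SRF and YAP are transcription regulators that respond to actin and to mechanical load. The study had shown Acta1, Acta2, Tagln, Cnn1, Flnc and Thbs1 of the last list as examples from these samples, so for these genes the list is not independent evidence. Klf4, Tfcp2l1 and Stat3 are in both the naive and the LIF list. A list score was the mean log2 CPM (prior count 2) over the list. Soft and stiff labels were permuted within the 5 strata of medium and time in a two-sided exact permutation test with 13440000 arrangements, and the 8 p-values were adjusted together. Within a stratum, camera (limma 3.58.1, preset correlation 0.01) and fry were applied, because an exact test of 3 against 3 libraries cannot give a p below 0.1. The share of cluster genes higher on soft substrates was compared with that of the other genes past the threshold by a two-sided Fisher's exact test, with Wilson 95% intervals.

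Genes named in the text followed a rule set before the data were examined. All pluripotency markers were eligible, as were members of the other lists past the threshold in at least 1 stratum. For each comparison, the 3 genes per direction with the largest fold changes, a mean of at least 5 CPM and no overlap between the groups were eligible, and so were the 5 genes per direction with the largest mean change among the systematic genes. For interactions, the 3 genes with the smallest p were taken.

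Total counts ranged from 10405696 to 26635239 per library. Counting intervals cover counting error only, since reads are not independent molecules. Replicate libraries were checked for duplicates. Over 45 pairs, the chi-square per gene with at least 50 counts ranged from 2.22 to 13.4, so that no pair differed by as little as sampling noise. The method was tested on simulated counts for the 17702 genes with 200 genes changed, of which the edgeR fit recovered 95.5% with 3.05% false calls among 197 genes. An unchanged contrast gave 0 calls. The changed genes had a mean of at least 5 CPM, and the simulated spread followed the dispersion trend with none specific to a gene. Many changes reported here are smaller than the smallest simulated one. The test therefore does not give the recovery or the false calls to be expected in the real data.

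The alternatives tried were a DESeq2 1.42.0 Wald test, DESeq2 size factors in the edgeR fit, no filter beyond 1 count, a mean of at least 5 CPM, a fit of only the groups compared, an adjusted p threshold of 0.1, each library left out in turn, other prior counts and list summaries, and pool as a model term. Because the columns carry no replicate number, the pool term was fitted under each of the 45 ways in which the libraries of the 2 mixed groups can have come from their pools. Other splits of the same libraries were drawn to see how many genes they call. Figures were drawn with matplotlib 3.10.9.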

Results

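RNA sequencing data were collected from mouse embryonic stem cells (mESCs) on soft StemBond hydrogels, stiff StemBond hydrogels and tissue culture plastic. Cells on both hydrogels were collected after 24 h in serum + LIF and after 48 h in serum, serum + LIF, serum + PD03 and serum + LIF + PD03, and cells on plastic after 48 h in serum + LIF. Soft substrates in serum + PD03 had 6 libraries, and each of the other 10 groups had 3. The total count per library ranged from 10405696 to 26635239. At 24 h the soft libraries held 13916680 ± 2711534 counts (mean ± SD, n = 3) and the stiff libraries 20859692 ± 1456890 (n = 3). The most abundant gene on average was the lincRNA Gm26917, with a mean of 1.60% of the counts and a range of 0.733% to 3.19%. The next was Eef1a1 with 1.02%.

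Principal component analysis was used to see which factors separated the libraries. The first component held 57.6% of the variance. On this axis, libraries with PD03 lay between 61.1 and 69.3 and those without it between -55.5 and -37.0. The third component, with 3.20% of the variance, placed the soft libraries between 5.89 and 26.7 and the stiff libraries between -18.3 and 4.91.

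The main question of the design was whether substrate stiffness changes the transcriptome in each medium. After 24 h in serum + LIF, where soft and stiff libraries shared a sequencing pool, 628 of 17702 genes had an edgeR adjusted p under 0.05. Of these, 182 were higher and 446 lower on soft substrates. After 48 h, the same comparison gave 79 higher and 59 lower genes in serum + LIF, 368 higher and 490 lower in serum, 377 higher and 605 lower in serum + PD03, and 495 higher and 853 lower in serum + LIF + PD03. The totals were 138, 858, 982 and 1348 genes. Serum + PD03 had more soft libraries than the other media, so its count is not directly comparable with theirs. At 48 h substrate and pool coincided in nearly all libraries. With pool as a term in the model, which moved these results most, the counts at 48 h ranged over the possible pool assignments from 0 (with at least 1021 genes at an unadjusted p under 0.05) to 41 in serum + LIF, from 173 to 384 in serum, from 276 to 678 in serum + PD03 and from 246 to 724 in serum + LIF + PD03. The count at 24 h stayed between 607 and 640.

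**Figure D1:**
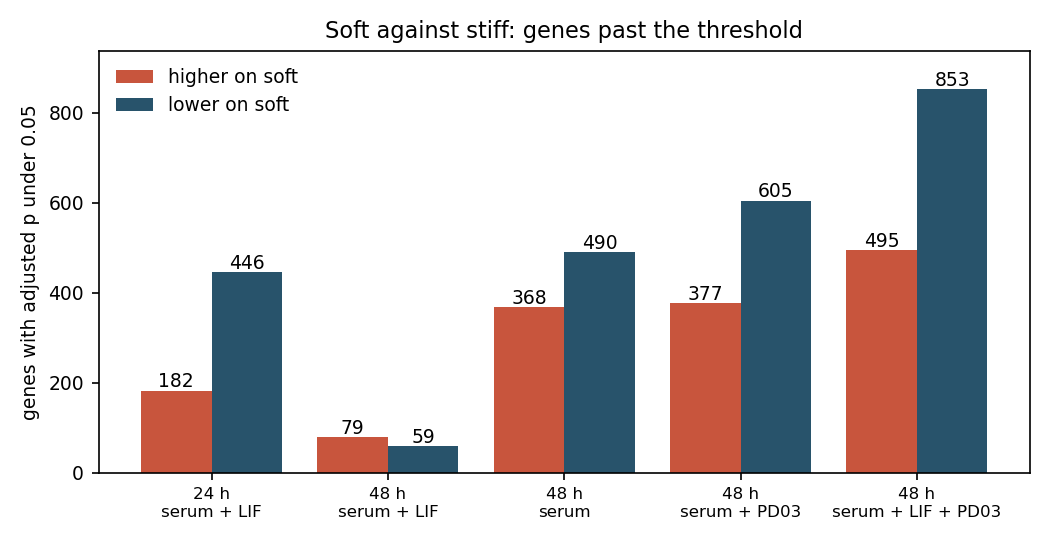
Number of genes with an edgeR adjusted p under 0.05 between soft and stiff hydrogels in each medium and time, with genes higher on soft (red) and lower on soft (blue) as separate bars. The counts range from 59 lower genes after 48 h in serum + LIF to 853 lower genes after 48 h in serum + LIF + PD03.

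These counts changed when 1 library was left out. In serum + LIF at 48 h, the count was 27 without stiff library 3 and 235 without soft library 3. In the other comparisons every such fit called fewer genes than the full fit. The highest counts were 522 at 24 h, 686 in serum, 954 in serum + PD03 and 1122 in serum + LIF + PD03. A lower count there thus does not by itself single out a library. The lowest were 416 without stiff library 2 at 24 h, 546 without soft library 2 in serum and 520 without stiff library 1 in serum + PD03.

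Among the genes with the largest changes, Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469, minus strand) fell from 32.5 ± 3.74 CPM on stiff to 12.6 ± 1.39 CPM on soft substrates at 24 h (mean ± SD, n = 3 each). Its log2 fold change was -1.38 ± 0.12 (SE), with an edgeR adjusted p of 5.85e-12. Acta2, which encodes smooth muscle actin (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590, minus strand), fell from 172 ± 17.7 CPM on stiff to 47.4 ± 7.41 CPM on soft substrates in serum + LIF + PD03 (n = 3 each). That change was -1.86 ± 0.10, with an edgeR adjusted p of 1.28e-19. Thbs1 (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133, plus strand) was past the threshold and lower on soft in all 5 comparisons, with log2 fold changes of -1.09 at 24 h and of -0.79 in serum + LIF, -1.33 in serum, -1.06 in serum + PD03 and -1.63 in serum + LIF + PD03 at 48 h. Cubn (ENSMUSG00000026726, chromosome 2, 13276338 to 13491813, minus strand) rose from 21.5 ± 1.22 to 35.1 ± 2.75 CPM in serum + LIF at 48 h (n = 3 each), a log2 change of 0.70 ± 0.14 with an edgeR adjusted p of 0.00621. In the same medium Srgn rose by 1.07 ± 0.17, with an edgeR adjusted p of 0.000318. Both calls were lost under some pool assignments. At 24 h the largest rises were those of Gm10801 and Gm10800, with log2 changes of 0.93 and 0.79. These are near-identical copies whose reads cannot be assigned with certainty, and their changes are uncertain.

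**Figure D2:**
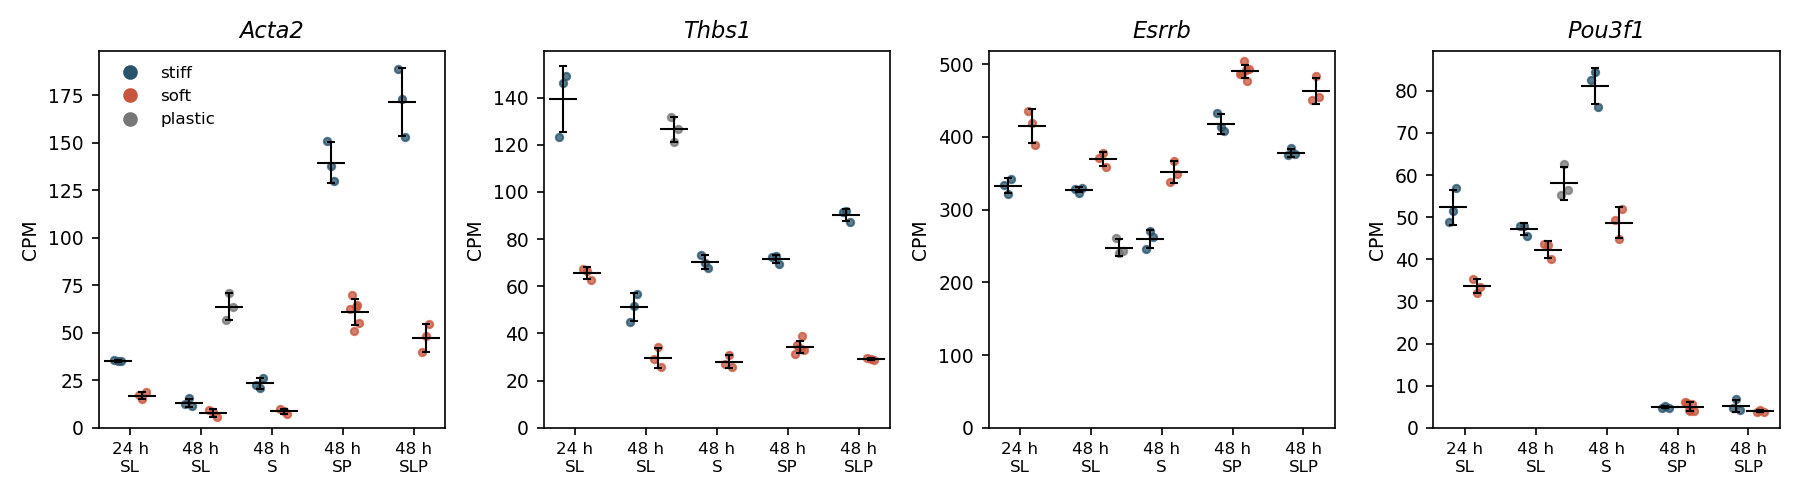
CPM values of Acta2, Thbs1, Esrrb and Pou3f1 in each library by medium and time, on stiff (blue) and soft (red) hydrogels and on plastic (grey, 48 h serum + LIF), with black marks for the group mean and SD. Mean Acta2 was 172 CPM on stiff and 47.4 CPM on soft substrates in serum + LIF + PD03 (S, serum; L, LIF; P, PD03).

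To find genes that respond to stiffness whatever the medium, those past the threshold in 3 or more of the 4 media at 48 h with 1 sign were counted. There were 285 such genes, 74 higher and 211 lower on soft substrates, among 2160 genes past the threshold in at least 1 medium. Of these, 57 genes were past it in all 4 media with 1 sign, and 18 genes had opposite signs in different media. With the pool term the count was between 56 and 174. At 24 h, in separate libraries that shared a pool, 278 of the 285 genes (97.54%) had the sign they had at 48 h. Of the 285, 192 were past the threshold at 24 h with the same sign and 0 with the opposite sign. The median log2 fold change at 24 h was 0.19 for the genes higher at 48 h and -0.50 for the genes lower at 48 h, with fry p-values of 7.91e-11 and 2.06e-13. The largest mean changes over the 4 media were those of Col12a1 (-1.43), Acta2 (-1.30), Csf1 (-1.27), Tagln (-1.22) and Thbs1 (-1.20) among lower genes, and of Cubn (0.72), Srgn (0.67), Ly6g6e (0.65), Hesx1 (0.63) and Trh (0.56) among higher genes.

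Markers were then compared to ask whether soft substrates shift the pluripotent state. The naive score was higher on soft substrates by 0.23 on the log2 scale over the 5 strata, with an exact permutation p of 7.44e-08, the smallest the design can give, and an adjusted p of 1.98e-07. The study had shown the naive, general and formative markers from these samples, so their p-values may not be independent evidence. Of the 5 strata, only that at 24 h had soft and stiff libraries in a shared pool, which limits every list test over the strata. At 24 h the naive score was 7.06 ± 0.06 on soft and 6.79 ± 0.05 on stiff substrates (mean ± SD, n = 3 each). The difference was 0.37 in serum, 0.17 in serum + LIF, 0.17 in serum + PD03 and 0.19 in serum + LIF + PD03 at 48 h. Of the 15 naive markers, 12 were past the threshold over all genes at 24 h, 13 in serum, 2 in serum + LIF, 8 in serum + PD03 and 10 in serum + LIF + PD03 at 48 h, all of them higher on soft substrates. Adjusted over the list alone, these counts were 13, 13, 9, 11 and 11. Esrrb (ENSMUSG00000021255, chromosome 12, 86361117 to 86521628, plus strand) was at 352 ± 14.9 CPM on soft and 260 ± 12.4 CPM on stiff substrates in serum (n = 3 each), a log2 change of 0.44 ± 0.05 with an edgeR adjusted p of 1.35e-09. Nanog rose by 0.35 at 24 h and by 0.36 in serum. Klf5 and Dppa3 did not pass the threshold in any serum condition without PD03, and the sign of Klf5 at 24 h and in serum depended on single libraries.

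The general pluripotency score, over Pou5f1, Sox2 and Sall4, was higher on soft substrates by 0.11, with an exact permutation p of 2.16e-06 and an adjusted p of 3.69e-06. No marker of this list was past the threshold over all genes in serum + LIF at 24 h or 48 h, while Sox2 was past it in the other media. In serum its log2 change was 0.17, and this call was lost in 4 of the 6 fits that each left out 1 library. Adjusted over the list alone, Sall4 was also past the threshold in serum + LIF at 48 h. The formative score was lower on soft substrates by a mean difference of -0.17, with an exact permutation p of 0.00503 and an adjusted p of 0.00575. The difference was -0.33 at 24 h and -0.46 in serum, against -0.08 in serum + LIF at 48 h, 0.05 in serum + PD03 and -0.04 in serum + LIF + PD03. Past the threshold over all genes were 2 of the 6 formative markers at 24 h and 3 in serum, and 2 and 4 when adjusted over the list alone. All of these were lower on soft substrates. In serum + PD03, 1 marker was past the threshold by either adjustment, and it was lower. In serum + LIF + PD03, 1 was lower when adjusted over the list alone. Pou3f1 was at 48.6 ± 3.66 CPM on soft and 81.1 ± 4.33 CPM on stiff substrates in serum (n = 3 each), a log2 change of -0.74 ± 0.08 with an edgeR adjusted p of 1.44e-08. In serum + LIF + PD03, Otx2 was higher on soft substrates, by 0.35.

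**Figure D3:**
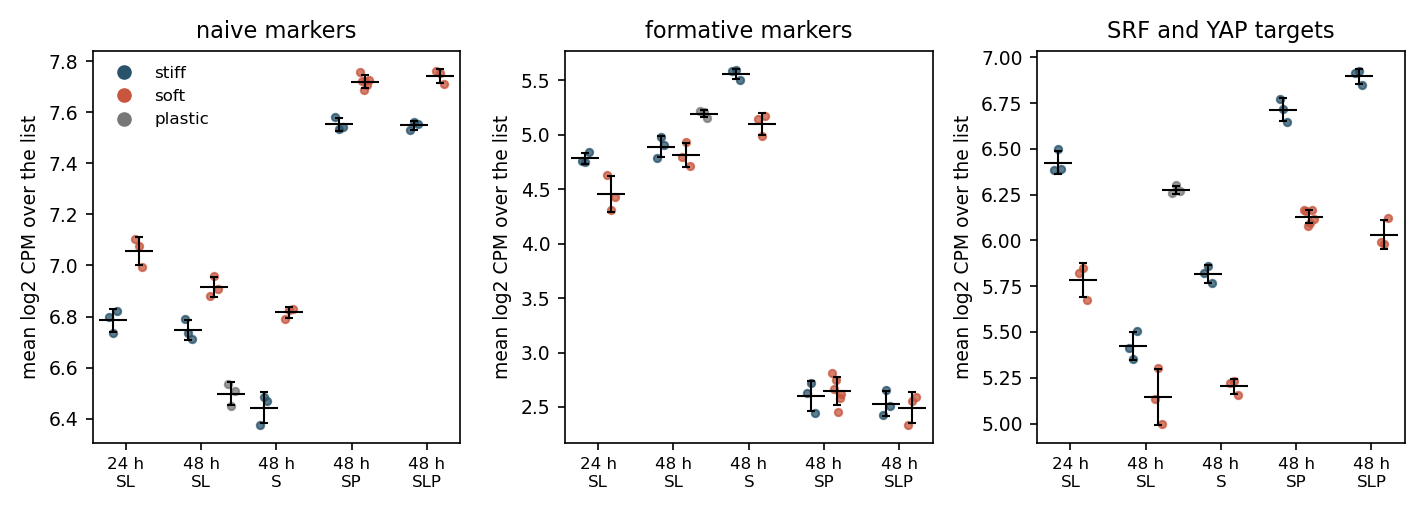
Mean log2 CPM over the naive, formative, and SRF and YAP target lists in each library by medium and time, on stiff (blue) and soft (red) hydrogels and on plastic (grey), with black marks for the group mean and SD. In serum the mean naive score was 6.82 on soft and 6.44 on stiff substrates, and the mean formative score 5.10 and 5.56.

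Targets of actin- and load-sensitive transcription and of the ERK and LIF pathways were compared next. The SRF and YAP target score was lower on soft substrates, with a mean difference of -0.60, an exact permutation p of 7.44e-08, which is the smallest possible, and an adjusted p of 1.98e-07. Of its 18 genes, 16 at 24 h, 6 in serum + LIF, 15 in serum, 15 in serum + PD03 and 17 in serum + LIF + PD03 at 48 h were past the threshold, each lower on soft substrates. Adjusted over the list alone, the counts were 17, 9, 16, 16 and 17, which for the genes the study had picked from these samples is not independent evidence. The LIF target score was higher on soft substrates by 0.12, with an exact permutation p of 2.21e-05 and an adjusted p of 2.95e-05, but with the median over the list in place of the mean the difference was 0.05 and p was 0.142. Within strata, the LIF target difference was 0.04 at 24 h and 0.02 in serum + LIF at 48 h, where fry adjusted p-values were 0.209 and 0.503, against 0.16 in serum, 0.24 in serum + PD03 and 0.15 in serum + LIF + PD03. The ERK target score differed by -0.07, with an exact permutation p of 0.0587, while with the median over the list the difference was -0.25 and the exact permutation p 0.000459, so that the call depended on the summary of the list. Within strata, the ERK difference was -0.22 at 24 h and -0.21 in serum, where camera adjusted p-values were 6.04e-05 and 0.000946, and 0.11 and 0.09 in the media with PD03. Jun was lower on soft substrates in all 5 comparisons, with changes between -0.41 in serum and -0.74 in serum + LIF + PD03.

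Camera and fry differed for few lists. The pre-implantation list passed the threshold under camera but not fry at 24 h and in serum + LIF at 48 h, with camera adjusted p-values of 0.0285 and 0.0385 and fry adjusted p-values of 0.0779 and 0.102. The general pluripotency list passed under fry alone at 24 h (0.0196) and in serum (0.00632), and the ERK list under fry alone in serum + LIF at 48 h (0.00474). All other calls by camera held under fry.

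Genes of the embryonic clusters were used to relate the response to epiblast development. The pre-implantation score was higher on soft substrates by 0.06, with an exact permutation p of 2.31e-06 and an adjusted p of 3.69e-06, and the post-implantation score differed by -0.10, with an exact permutation p of 7.44e-08, again the smallest possible, and an adjusted p of 1.98e-07. Among pre-implantation genes past the threshold, 23 of 27 (85.2%, Wilson 95% interval 67.5% to 94.1%) were higher on soft substrates in serum, 22 of 26 (84.6%) in serum + PD03 and 24 of 31 (77.4%) in serum + LIF + PD03. Fisher's exact test against the other genes past the threshold gave adjusted p-values of 2.47e-05, 1.26e-05 and 1.38e-05. At 24 h it was 8 of 15 (53.3%, adjusted p 0.0747 by Fisher's exact test), and at 48 h in serum + LIF 4 of 4. Among post-implantation genes, 1 of 30 (3.33%) was higher on soft substrates at 24 h and 5 of 45 (11.1%) in serum, with Fisher's exact adjusted p-values of 0.00129 and 1.38e-05. The shares were 9 of 37 (24.3%) in serum + PD03, 14 of 48 (29.2%) in serum + LIF + PD03 and 2 of 5 in serum + LIF at 48 h, which were not different from those of other genes by Fisher's exact test (adjusted p 0.121, 0.322 and 0.651).

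Hydrogels were compared with plastic, the usual substrate, in serum + LIF at 48 h. Between soft substrates and plastic 2083 genes were past the threshold, 937 higher and 1146 lower on soft, a balance that turned to 1070 higher and 878 lower with no filter on low counts. Between stiff substrates and plastic there were 981, 345 higher and 636 lower on stiff, and 637 without stiff library 1. With the pool term the counts ranged from 126 to 445 and from 225 to 431. Plastic libraries shared a pool with only 1 of the 3 stiff libraries and with no soft library. They also differed in composition. Mitochondrial genes held 2.27% to 2.92% of counts on plastic and 0.626% to 1.44% on the 2 hydrogels, and protein-coding genes 93.1% to 93.7% and 95.0% to 95.7%. Whether this came from the cells or from the libraries was not tested. Acta2 was at 63.7 ± 7.17 CPM on plastic, 13.1 ± 2.26 CPM on stiff and 7.82 ± 2.02 CPM on soft substrates (n = 3 each). Its log2 changes against plastic were -3.02 ± 0.14 on soft and -2.29 ± 0.13 on stiff substrates, with edgeR adjusted p-values of 6.09e-23 and 6.81e-19. Lefty2 was higher than on plastic on both, by 1.60 and 1.33. On stiff substrates mt-Atp6 and Gm10925 were lower than on plastic, by -1.93 and -2.14. These are near-identical copies, and the whole mitochondrial share was lower on hydrogels, so their changes are uncertain. The naive score was 6.50 ± 0.05 on plastic, 6.75 ± 0.04 on stiff and 6.92 ± 0.04 on soft substrates (n = 3 each).

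The effects of LIF and of PD03 were measured on each substrate at 48 h. Adding LIF to serum gave 3 genes past the threshold on soft substrates and 249 on stiff substrates, where 126 were higher and 123 lower with LIF, against 139 and 242 with no filter. At an unadjusted p under 0.05 there were 1345 and 2032 genes. The genes on soft substrates were Socs3, Lama1 and Vim, with log2 changes of 0.40, 0.31 and 0.23, and each was lost when some single libraries were left out. The count on soft substrates was 0 without soft serum + LIF library 1, with 1309 genes at an unadjusted p under 0.05, and 16 without library 3, and that on stiff substrates was 118 without stiff serum + LIF library 1. On stiff substrates Khdc3 rose by 0.85 and Vrtn fell by 0.97 on the log2 scale. Adding PD03 changed 9626 genes on soft and 9945 on stiff substrates in the presence of LIF, and 10177 and 9885 in its absence. Spry4, a target of ERK, was at 137 ± 7.29 CPM on stiff substrates in serum + LIF and at 0.573 ± 0.36 CPM with PD03 added (n = 3 each), a log2 change of -7.82 ± 0.13 with an edgeR adjusted p of 7.23e-42. With 1 library left out this change ranged from -8.40 to -7.44, so its SE is too small. Bhmt rose from 1.12 ± 0.13 to 72.1 ± 2.75 CPM (n = 3 each).

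Interaction contrasts asked whether the effect of stiffness depends on LIF, PD03 or time. For LIF in the absence of PD03, 15 genes were past the threshold. They were led by Jam2, with a log2 interaction of -0.38 ± 0.06, and Pim2, with 0.53 ± 0.09, each with an edgeR adjusted p of 0.00612. This count was 0 without stiff serum + LIF library 1, with 1485 genes at an unadjusted p under 0.05, and 124 without soft serum + LIF library 3. For PD03 there were 141 genes in the absence and 189 in the presence of LIF, and 168 of the 189 had negative interactions. The count was 49 without soft serum library 2 in the first case and 114 without soft serum + LIF library 2 in the second. Fabp3 was past the threshold in both, with -0.69 ± 0.08 and -0.97 ± 0.09 and edgeR adjusted p-values of 3.91e-07 and 7.48e-11. In serum + LIF, it was at 85.4 ± 5.69 CPM on soft and 64.7 ± 3.15 CPM on stiff substrates, and with PD03 added at 272 ± 8.94 and 405 ± 30.1 CPM (n = 3 each). For time, 45 genes were past the threshold, led by Col4a2 with 0.73 ± 0.09 and an edgeR adjusted p of 8.78e-06. Col4a2 was at 46.9 ± 3.09 CPM on soft and 80.6 ± 5.06 CPM on stiff substrates at 24 h, and at 50.3 ± 4.26 and 51.9 ± 3.12 CPM at 48 h (n = 3 each). The count for time was 10 without soft serum + LIF library 2 and 188 without soft serum + LIF library 3, both at 48 h.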

Values the study reported

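The study reported that more than 210 genes responded to stiffness whether or not LIF or PD03 was present, and gave the number of systematically modulated genes as 219. Of the differentially expressed genes tied to the pre-implantation epiblast it found 80% to be higher on soft substrates, and of those tied to the post-implantation epiblast it found 85% to be lower.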

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

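The contrasts of LIF in the presence of PD03, the splits of the libraries, the count of genes past the threshold with the pool term and both tests of the difference in LIF counts, were chosen in the form given here after the results had been seen.

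By tests of the interaction itself, the effect of stiffness differed with and without PD03. Genes were also called for LIF and for time, but there the pool could be the cause. Splits of the soft and stiff libraries within each condition were made after the average stiffness effect of each gene over both conditions had been taken out, since splits that leave this effect in the spread between libraries do not bear on an interaction. In the absence of PD03, 15 genes passed the threshold for the interaction with LIF, and 2 of 100 splits, the real one included, gave as many genes. For PD03 without LIF there were 141 genes, for PD03 with LIF 189 genes and for time 45 genes, and in each case 1 of 100 splits, the real one, gave as many. Another split gave up to 22 genes for LIF, 7 for PD03 without LIF, 30 for PD03 with LIF and 9 for time. The splits argue against a random grouping of libraries as the source of these 4 counts. In the presence of PD03, the interaction with LIF, for which no splits were made, held 1 gene, Thbs1, with a log2 interaction of -0.57, an edgeR adjusted p of 0.0255 and 830 genes at an unadjusted p under 0.05. The sequencing pool differed between substrates at 48 h and not at 24 h, and stiff serum + LIF and soft serum + PD03 each held libraries of 2 pools, so that a pool difference would not cancel fully in any of these interactions. With a pool term the counts were 0 to 19 for LIF, 76 to 124 for PD03 without LIF, 130 to 188 for PD03 with LIF and 0 to 42 for time. Under any 1 of the 45 possible pool assignments, at least 73 of the 141 genes and at least 123 of the 189 genes were still past the threshold with the same sign, which argues against the sequencing pool as the whole cause of the PD03 interactions. A contribution of the pool stays open there. For LIF and time the fewest such genes were 0, and the fits that called no gene had at least 1445 and 1303 genes at an unadjusted p under 0.05. There the pool and the interaction cannot be told apart, because pool and substrate nearly coincide at 48 h.

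Gene lists also differed, by fry with p-values adjusted over 32 tests. With LIF, the difference between soft and stiff substrates was smaller than in serum for the naive (0.17 against 0.37, adjusted p 0.000457), formative (-0.08 against -0.46, adjusted p 0.000174), post-implantation (-0.05 against -0.17, adjusted p 0.000391) and SRF and YAP lists (-0.28 against -0.61, adjusted p 0.00113). With PD03 in the absence of LIF, it was smaller than in serum for the naive (0.17, adjusted p 0.000308), formative (0.05, adjusted p 0.00170) and post-implantation lists (-0.08, adjusted p 0.0164), and for ERK targets it was 0.11 against -0.21 (adjusted p 0.000308). With PD03 in the presence of LIF, it was larger for the SRF and YAP list (-0.86 against -0.28, adjusted p 3.57e-06) and the general list (0.20 against 0.06, adjusted p 0.00520), and for ERK targets it was 0.09 against -0.10 (adjusted p 0.0377). At 48 h it was smaller than at 24 h in serum + LIF for the naive (0.17 against 0.27, adjusted p 0.0391), formative (-0.08 against -0.33, adjusted p 0.00841), post-implantation (-0.05 against -0.11, adjusted p 0.0179), ERK (-0.10 against -0.22, adjusted p 0.0277) and SRF and YAP lists (-0.28 against -0.64, adjusted p 0.000457). Camera did not call the ERK list in the interaction with PD03 in the presence of LIF (adjusted p 0.103) or with time (adjusted p 0.109). Camera alone called the pre-implantation (0.0333), post-implantation (0.0149) and LIF target lists (0.0149) in the interaction with PD03 in the presence of LIF, where the fry adjusted p-values were 0.0934, 0.0511 and 0.101, and the pre-implantation (0.0117) and LIF target lists (0.00158) in the interaction with LIF, where they were 0.0511 and 0.0508, or 0.0404 for both when adjusted over the lists of that contrast alone. The ERK and formative lists were expressed at lower levels with PD03, with mean log2 CPM of 2.67 and 2.60 on stiff substrates in serum + PD03 against 5.61 and 5.56 in serum. The lists were not tested with the pool term, so that the pool stays open for them.

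LIF changed 3 genes on soft and 249 on stiff substrates. A candidate explanation was a single deviating stiff library, but with any 1 of the 6 libraries left out the count on stiff substrates was at least 118, above the highest count of 16 on soft substrates. A larger spread between soft libraries could also lower the count. The median SD of log2 CPM over genes was 0.0950 on soft and 0.0728 on stiff substrates in serum + LIF, but 0.0751 and 0.0886 in serum. When each substrate was fitted with its own groups alone, 2 genes passed the threshold on soft (1127 at an unadjusted p under 0.05) and 201 on stiff substrates. With the dispersions of the soft fit, 166 genes still passed on stiff substrates, and with those of the stiff fit 2 passed on soft substrates, which argues against the spread as the source of the difference. One of the 3 stiff serum + LIF libraries came from another pool than the stiff serum libraries. With the pool term the count on stiff substrates was 109 to 204 and that on soft substrates 2 to 4, so that the pool may account for part of the difference. DESeq2 gave 39 genes on soft and 334 on stiff substrates. The alternative fit of only the groups compared gave 2 on soft and 182 on stiff substrates. Why it differed from the 201 above was not examined. In the presence of PD03, LIF changed 19 genes on soft and 91 on stiff substrates. A smaller response to LIF on soft substrates is a hypothesis found and tested on the same libraries.

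In soft substrates with serum + PD03, the lowest total count, 10405696, lay apart from the other 5 libraries, of which the lowest had 17477396. About 1 in 20 groups shows such a gap by chance, and 11 quantities were tested in this group. None of the other 10 quantities, the list scores and the shares of the most abundant gene and of mitochondrial genes, showed one. Without this library, soft against stiff gave 954 genes in place of 982. The gap is one of sequencing depth, and no biological explanation was tested. Groups of 3 libraries were not tested in this way. Among them, stiff serum library 2 lay at -39.9 on the fourth component, against 10.1 and 8.31 for the others. Its mitochondrial share was 0.574% against 1.202% and 1.343%, and it held the fewest genes with a count, 20970. Soft serum + LIF library 2 lay at -23.2, against 1.33 and 20.7, with 0.626% mitochondrial counts against 1.099% and 1.439%. Both libraries enter the LIF comparisons, where leaving out any 1 library was tried.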

How the results depend on the processing

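No paired analysis was possible because the columns of the count table carry no replicate number. For the same reason the replicate block, the pool term by label, the comparison within 1 pool in serum + PD03, soft replicates 1 to 3 there, and stiff replicates 2 and 3 in serum + LIF were not run. The pool term under 45 assignments, the pairs of soft libraries, the thinned libraries, and DESeq2 size factors and single omissions for the responsive sets were chosen after seeing the data.

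Soft against stiff at 24 h, in serum, in serum + PD03 and in serum + LIF + PD03 stayed within 1.5 times of the reported counts, apart from the pool term, pairs of soft libraries and omitted libraries. In serum + LIF at 48 h the count of 138 became 233 with DESeq2, 233 at an adjusted p under 0.1, 266 with no filter and 81 with only the groups compared. LIF on soft substrates moved from 3 to 39 with DESeq2 and 46 with no filter, and LIF on stiff from 249 to 381 with no filter and 398 at 0.1. The LIF interaction moved from 15 to 122 with DESeq2, 173 with no filter, 24 with at least 5 CPM, 1 with only the groups compared and 29 at 0.1. With DESeq2, no filter and 0.1, the PD03 interaction without LIF moved from 141 to 338, 222 and 255, and the time interaction from 45 to 89, 189 and 91. A threshold of 0.1 calls more genes by construction, and otherwise the cause was not tested. DESeq2 size factors in the edgeR fit kept every count within 1.5 times, but in the LIF interaction they gave 12 positive and 2 negative genes against 11 and 4. DESeq2 moved the split to 158 higher and 75 lower in serum + LIF at 48 h, 34 and 5 for LIF on soft substrates, 107 and 15 for the LIF interaction, and 237 and 101 for the PD03 interaction without LIF. With no filter the split moved from 937 and 1146 to 1070 and 878 for soft against plastic, from 126 and 123 to 139 and 242 for LIF on stiff, and from 72 and 69 to 137 and 85 for the PD03 interaction without LIF, and with at least 5 CPM to 79 and 114 for the latter and from 11 and 4 to 14 and 10 for the LIF interaction.

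With the pool term, the counts were 0 to 41 in serum + LIF at 48 h, 173 to 384 in serum, from 276 in serum + PD03, 246 to 724 in serum + LIF + PD03, 126 to 445 and 225 to 431 for soft and stiff against plastic, from 109 for LIF on stiff substrates, from 0 for the LIF interaction, from 76 for the PD03 interaction without LIF, from 0 for the time interaction, and 56 to 174 for the systematic genes. Where they were 0, at least 1021, 1445 and 1303 genes had an unadjusted p under 0.05 in serum + LIF and in the LIF and time interactions. Pool and substrate nearly coincide at 48 h, which costs precision by construction. Pairs of soft libraries in serum + PD03 gave 285 to 697 genes.

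Across fits that each left out 1 library, counts ranged from 416 to 522 at 24 h, 27 to 235 in serum + LIF at 48 h, 546 to 686 in serum, 520 to 954 in serum + PD03, 905 to 1122 in serum + LIF + PD03, 1523 to 2018 and 637 to 764 for soft and stiff against plastic, 0 to 16 and 118 to 231 for LIF on soft and stiff, 8928 to 9118 and 9219 to 9364 for PD03 with LIF, 9372 to 10072 and 9225 to 9411 for PD03 without LIF, 0 to 124 for the LIF interaction, 49 to 137 and 114 to 256 for the PD03 interactions without and with LIF, 10 to 188 for the time interaction, and 226 to 293 for the systematic genes. The 4 fits with 0 genes for LIF on soft substrates had 1117 to 1425 at an unadjusted p under 0.05, and those of the LIF interaction 1485 and 1657. Soft serum + LIF library 3 gave the highest count in serum + LIF, in the LIF and time interactions and for LIF on soft.

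List differences kept their sign in all settings. At 24 h alone, where 0.1 is the smallest p, they were -0.33 for the formative, 0.025 for the pre-implantation, -0.22 for the ERK and 0.0402 for the LIF list. The exact permutation p-values of these lists were 0.1, 0.3, 0.1 and 0.7, and that of the general list was 0.3. For the pre-implantation, LIF and general lists, the p-values over all strata thus rest largely on 48 h libraries, where substrate and pool nearly coincided. With the median over the list, the ERK difference was -0.25 (exact permutation p 0.000459) and the LIF difference 0.0451 (exact permutation p 0.142). With 1 library left out, ranges were 0.104 to 0.117 (general), 0.228 to 0.241 (naive), -0.188 to -0.154 (formative), 0.0578 to 0.0640 (pre-implantation), -0.104 to -0.0965 (post-implantation), -0.0778 to -0.0594 (ERK), 0.112 to 0.133 (LIF) and -0.612 to -0.582 (SRF and YAP). The ERK list passed in 4 of these 33 fits, without stiff serum + LIF + PD03 library 2, stiff serum + PD03 library 3, soft serum + LIF + PD03 library 1 or soft serum + LIF library 2 at 48 h.

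The pre-implantation share at 24 h was 53.3% with an unadjusted Fisher's exact p of 0.0448, 55.6% with DESeq2 with an unadjusted Fisher's exact p of 0.0826, and 61.9% at 0.1 with an unadjusted Fisher's exact p of 0.00856. Adjusted, the first was not past the threshold either (0.0747). At 0.1 it was 100% in serum + LIF at 48 h, now different (Fisher's exact p 0.0231), while the post-implantation share was 66.7%, above that of other genes but not different from it (Fisher's exact p 1). The post-implantation share became different in serum + PD03, at 23.3% with 0.1 and 23.1% with DESeq2, and in serum + LIF + PD03, at 26.8% with 0.1. The cause was not tested. Among genes responding to PD03 or LIF by a log2 change of at least 1 in size, camera called none of the shifts that fry called. The medians of these shifts were -0.0476, -0.0105 and -0.566 for genes lowered by PD03, raised by PD03 and lowered by LIF. With 1 library left out these ranged from -0.0552 to -0.0362, -0.0218 to -0.00332 and -0.750 to -0.310, and from 0.0379 to 0.317 for genes raised by LIF.

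Over omissions of 1 library, Klf5 ranged from -0.0453 to 0.0536 at 24 h and from -0.108 to 0.0332 in serum, where it was 0.0287 without stiff library 2, and Dppa3 from -0.0953 to 0.0168 at 24 h. Under some pool assignments Pou3f1 was at 0.32 in serum + LIF and 0.0695 in serum + LIF + PD03, and in serum Gm26035 was at -0.16, Klf5 at 0.0626 and Lef1 at 0.0216. None of these values passed the threshold. Of 128 results for named genes, 29 lost their call at the lowest and 18 at the highest value over the pool assignments. Of 897 values of named genes over omissions, 74 lost their call. These were of Gm10800, Prdm14, Lef1 and Jun at 24 h, Rprl3, F5, Tbx3, Acta2, Tagln and Jun in serum + LIF, Gm26035, Jun and Sox2 in serum, Slc11a1 and Sox4 in serum + PD03, Hist1h2ao, Rprl3 and Dusp4 in serum + LIF + PD03, Socs3, Lama1 and Vim for LIF on soft substrates, and Jam2, Pim2 and Rpl29 in the LIF interaction, and 2 values, of Prdm14 in serum + LIF and Pou3f1 in serum + LIF + PD03, gained one. The depth of 10405696 counts in the smallest library limits genes of low expression most.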

Other observations

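The tests of the pool by the sign at 24 h and by the divisions of soft serum + PD03, the thinned libraries and the comparison of responsive sets with random sets were chosen after the data had been seen, and the splits and the fry and camera tests of the responsive sets before. Some genes of the lists at 24 h had been seen when the outcomes of the set tests were predicted.

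Substrate and pool coincided in nearly all libraries at 48 h, so that a pool difference could produce the 285 systematic genes. At 24 h, where soft and stiff libraries shared a pool, 97.54% of these genes had the same sign. Soft serum + PD03 held libraries of both pools, and of the 15 ways to divide its 6 libraries into 2 and 4, 1 of which is the division by pool, none gave more than 6 genes, against 982 between substrates. Both values argue against the pool as the source of most of the 285 genes. A contribution of the pool to single genes stays open.

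At 24 h more genes were lower than higher on soft substrates, 446 against 182, and the soft libraries were less deep. With the 6 libraries thinned to the depth of the smallest, 538 genes passed the threshold, 193 higher and 345 lower. Lower genes still outnumbered higher genes, which argues against depth as the whole source of the excess. The excess was smaller than before thinning, so depth may account for part of it.

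Other splits of the same libraries were counted for each comparison. Of 10 splits, 1 gave as many genes, the real one, for soft against stiff at 24 h, in serum + LIF, in serum and in serum + LIF + PD03 at 48 h, for soft and stiff against plastic, for LIF and for PD03 with LIF on each substrate, and for PD03 without LIF on stiff substrates. With 10 splits the share cannot be under 0.1, so the splits by themselves do not decide and these comparisons rest on the adjusted p-values of the fit. Another split gave at most 16 genes at 24 h and at most 2 for PD03 without LIF on stiff substrates. Of 84 splits, 1 gave as many genes for soft against stiff in serum + PD03, where another gave at most 79, and 1 for PD03 without LIF on soft substrates, where another gave at most 1548. Of 100 splits within media, 1 gave as many as the 285 systematic genes.

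A hypothesis was that soft substrates share the direction of MEK inhibition or of LIF. The sets tested held only genes with a log2 change of at least 1 in size with PD03 or LIF. The 1394 genes that PD03 lowered by this much had a median log2 change of -0.0476 on soft substrates at 24 h. This was below the range of random sets matched on mean expression (-0.0148 to 0.0126). The fry p was 0.000507 and the camera p 0.0623. The 2037 genes that PD03 raised had a median of -0.0105, inside the random range and opposite to the hypothesis, with a fry p of 0.00609. A small part of the response may thus share the direction of MEK inhibition among genes it lowers, but not among genes it raises. The sets for LIF held only 2 lowered genes, with a median of -0.57, and 5 raised genes, with a median of 0.21, too few to decide.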
